A study of Mus musculus with 67 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

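Gene expression was measured in the cerebral cortex of male and female C57BL/6 mice that were fed ad libitum (AL) or kept on caloric restriction (CR), in which food was limited to below what the animals would eat freely. Radiolabelled cDNA from each mouse was hybridised to a filter carrying cDNA probes, so each of the 67 arrays is 1 colour and 1 animal. The arrays were placed in 16 groups by the age, diet and sex that their labels state, and groups held 2 to 5 arrays. Ages were given in days, and AL mice of 17-21 days and 33-44 days were included beside the mice of 6, 16 and 24 months.

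The deposited values are a z-score: per the labels and the methods, the authors transformed the log intensities of each array to a mean of 0 and an SD of 1. The array means of the deposited score lay between -0.0002 and 0.0001 and the SDs between 0.9999 and 1.0001, and array medians lay between -0.06 and 0.01. Differences are therefore in z units, which are SDs of 1 array, and cannot be turned into fold changes. The base of the logarithm and the treatment of the background are not given in the sources used here. The table held 8448 probes, with 1 value missing in a 16 months AL male array, and no spot intensities or background values were used here. Because the intensities are not used here, the number of replicate arrays and the spread between them are the only guides to precision. At the median probe, the 95% interval of a difference reached 0.11 to either side for the diets over 3 ages and 0.37 for sex by age. A probe was named only where the platform annotation gave 1 gene symbol: 4875 probes had 1 symbol (4209 genes), 224 had several and 3349 had none. Of the probes with 1 symbol, 4861 matched the reference gene table by gene number, and 0 of these had a changed symbol. Different probes of a gene were kept apart.

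Tests used limma 3.58.1 in R 4.3.3. A mean was fitted for each of the 16 groups over all 67 arrays, 13 comparisons were taken as differences of these means, and p-values came from the moderated statistics of eBayes, two-sided, with Benjamini-Hochberg adjustment over the 8448 probes and a threshold of 0.05. Each comparison between ages or diets averaged the sexes with equal weight. Gene lists fixed before the data were examined (31, of which 25 had 5 or more measured genes) were tested with camera at a preset correlation of 0.01, using for each gene the probe with the highest mean. The genes named for each comparison were also chosen by a rule fixed before the data were examined: the passing probes with the largest differences, or, where fewer than 5 passed, the 5 named genes with the smallest p. For each gene list discussed, the passing members were named or, where 0 passed, the 2 with the smallest p, and every measured gene of the list taken from the text of the study was named for 16 to 24 months. Spread between replicates was compared with a two-sided permutation test of 100000 resamples within sex. Part of the selection in the study's methods was applied beside these tests and is called the selection rule here: a z-ratio of at least 1.5 in size, a mean z above 0 and an unadjusted p under 0.05. The z-ratio was computed as the difference of the group means over the SD of that difference across all probes, and the p came from a linear model of the compared groups, with the sexes as separate groups. The study followed this with an analysis of variance over ages, sexes and diets, which was not run here as a further step, and its shares cover the probes of a whole filter set, of which these probes are a part.

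Several features of the arrays were found in the values rather than in the labels. The first principal component held 48.1% of the variance and separated arrays numbered 46 and above (22 arrays) from the 45 arrays before them, and array batch explained 0.945 of it. A pair of arrays of different sex, 16 months AL male replicate 2 and 16 months AL female replicate 2, correlated at 0.99975 and held identical values at 4312 probes, where the next closest pair reached 0.989. They are labelled as different mice and stay as 2 arrays in the limma fits, but were averaged and counted once in every mean, SD and n that pools the sexes. Values of probes next to each other on the filter deviated together: the autocorrelation of residuals was 0.316 for adjacent probes and 0.408 for probes 22 apart, against a median of 0.007 over 1600 distances. Subtracting a smooth over the inferred layout of 22 columns, 24 rows and 16 blocks removed 39.4% of the variance within batches, against 0.6% after shuffling the probe order. Array numbers ran through the groups in 5 cycles. The study states that samples were processed in balanced batches, but the labels do not say that a cycle is such a batch, and the cycles were not treated as pairing the animals.

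Alternatives fixed before the data were examined were quantile normalization, centring on the median, a filter on mean z above 0, only the compared groups in the fit, the cycle as a block, array number as a covariate, eBayes with trend and robust, array weights, leaving out the 24 months AL male array whose description names another mouse, leaving out each array in turn, each sex alone, pooled juveniles, and the juveniles added to the comparison of the sexes. Array batch as a block, cycle and batch together, each batch alone, leaving out both near-identical arrays and the correction for neighbours on the filter were added after seeing the data, as were the 2 near-identical arrays at a weight of 0.5 each, other pairs of 16 months AL arrays left out, a comparison of 6 months with 17-21 days, and other splits of the arrays with batch, or cycle and batch, as a block. The gene lists were run with the preset and the estimated correlation, with the probes of a gene averaged, with cycle and batch as a block, and with the filter correction. The scripts were tested on simulated data. When known differences were added to 200 probes of the real arrays, an added difference of 0.4 was recovered in 46.3% of probes between the juvenile ages, 58.2% between 16 and 24 months and 53.7% between the diets at 24 months, and one of 0.8 in 80.3%, 93.9% and 98.5%. An added difference of 0.2 was recovered in 4.5%, 9% and 10.4%. Of the probes with no added difference 75, 4 and 0 passed in these runs, against 8, 0 and 0 in the deposited values. Changing 200 probes at once eases the adjustment, so the rates may overstate recovery where few probes differ. From 16 to 24 months in the deposited values, Tbc1d20 had a difference of 0.37 and a limma adjusted p of 0.406.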

Results

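The data comprised 67 arrays of mouse cerebral cortex, each from 1 mouse, with 8448 probes on each array. AL mice were studied at 17-21 days (2 males and 3 females), 33-44 days (3 males and 2 females), and 6, 16 and 24 months (5 of each sex at each age). CR mice were studied at 6 months (4 males and 5 females), 16 months (5 of each sex) and 24 months (3 males, all of 673 days, and 5 females). Values are z-scores and differences are in z units. Where a mean covers both sexes at 16 months AL, the 2 near-identical arrays, which differed by a mean of 0.0087, were counted as 1 sample.

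**Figure D1:**
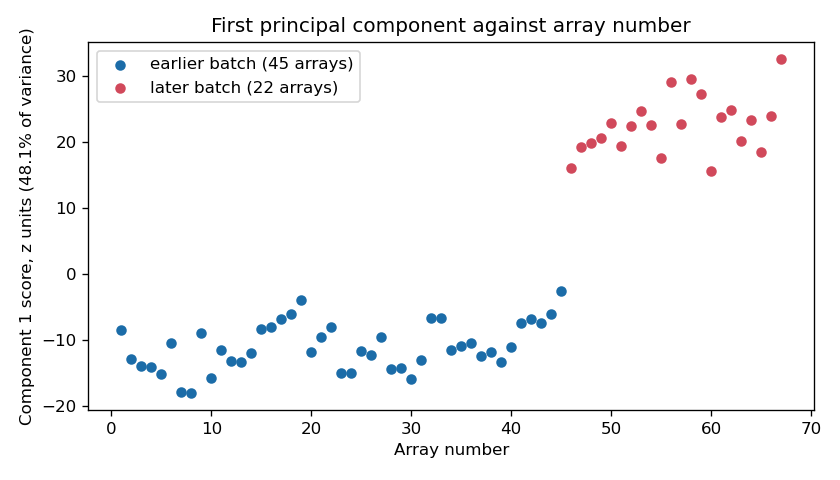
Score of each of the 67 arrays on the first principal component (vertical axis, z units, 48.1% of the variance) against its array number (horizontal axis), with colours for the 45 arrays of the earlier batch and the 22 of the later one. The scores shift at array number 46, and arrays of different batches correlated at a median of 0.903 against 0.966 for arrays of 1 group and batch.

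Because the batches differ, each comparison was also made with array batch as a block and within each batch. With the block, 70 probes passed in the comparison of the juvenile ages and 0 in each of the other 12. With array cycle as a block, 1 passed between the juvenile ages, 54 from 16 to 24 months and 0 in the other 11, and with cycle and batch together 21, 92 and 0. Within the earlier batch alone 0 passed in each of the 13. Within the later batch alone, probes passed only in comparisons that use a group of 1 array, such as 33-44 days AL male or 24 months CR male. The spread of such a group was taken from the other groups, so these calls decide nothing. For 24 against 16 months and for diet at 16 months, where every group held 2 arrays, 0 passed. The later batch held 0 arrays of 17-21 days.

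The first comparison asked how the cortex differed between weaning age and adolescence. At 33-44 days, 8 probes were lower than at 17-21 days and 0 were higher (limma, Benjamini-Hochberg adjusted p under 0.05). Within each sex these ages never shared an array cycle, so age and cycle cannot be told apart within a sex. Itga8, an integrin subunit that binds extracellular matrix, fell from -0.89 ± 0.11 to -1.52 ± 0.38 (SD, n = 5 each, adjusted p = 0.0265). Ptprf, a receptor tyrosine phosphatase of axons, fell from -0.46 ± 0.15 to -0.91 ± 0.15 (SD, n = 5 each, adjusted p = 0.0265). Probe 10700 of Hbb-y, an embryonic beta-like globin, fell from 0.34 ± 0.14 to -0.08 ± 0.20 (SD, n = 5 each, adjusted p = 0.0265). Further Hbb-y probes, which did not pass without a block, had differences of -0.46, 0.05 and -0.05. The limma adjusted p of the first, probe 10656, was 0.0559, and it was 0.0485 with batch as a block and 0.0733 with cycle and batch. The fitted differences of the other passing probes were -0.55 for Galm, which interconverts forms of galactose, -0.53 for Spata5, -0.42 for Cd160, a receptor of lymphocytes, -0.37 for Asrgl1, an asparaginase, and -0.58 for the unnamed probe 10163. For each of the 8 passing probes, 5 of 5 arrays at 33-44 days lay below the mean at 17-21 days. The blood cell list had 8 genes with a median difference of -0.174; Hbb-y was its 1 member past the threshold over all probes, and 2 members passed when adjusted over the list alone, the other being Slc4a1, the anion exchanger of red cells (-0.01 ± 0.17 and -0.35 ± 0.14, n = 5 each), whose limma adjusted p over all probes was 0.13, 0.0485 with batch as a block and 0.0748 with cycle and batch. In the microglia and complement list, 8 of 10 genes had negative differences with a median of -0.18, and the list did not pass (camera, adjusted p = 0.547); Fcgr1, an Fc receptor, had a difference of -0.18 and Lgals3bp one of -0.44. The astrocyte list had a median of -0.161, with 6 of 8 genes negative, and did not pass either; Clu (clusterin) had a difference of -0.30 and Slc1a3, a glutamate transporter, one of -0.18. Over the 25 lists, 12 members passed when adjusted over the list alone. The 8 calls depend on single arrays: 0 probes passed without 33-44 days AL male replicate 1 or 3 or female replicate 2, or without 17-21 days AL male replicate 1 or 2 or female replicate 3, while 214 passed without 33-44 days AL male replicate 2, 441 without 33-44 days AL female replicate 1 and 72 without 17-21 days AL female replicate 2; the differences stayed negative, from -0.72 to -0.48 for Itga8, -0.55 to -0.37 for Ptprf and -0.53 to -0.32 for Hbb-y. All 8 lay in rows 5 to 7 of 24 on the filter, and 0 probes passed after correction for neighbours on the filter.

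**Figure D2:**
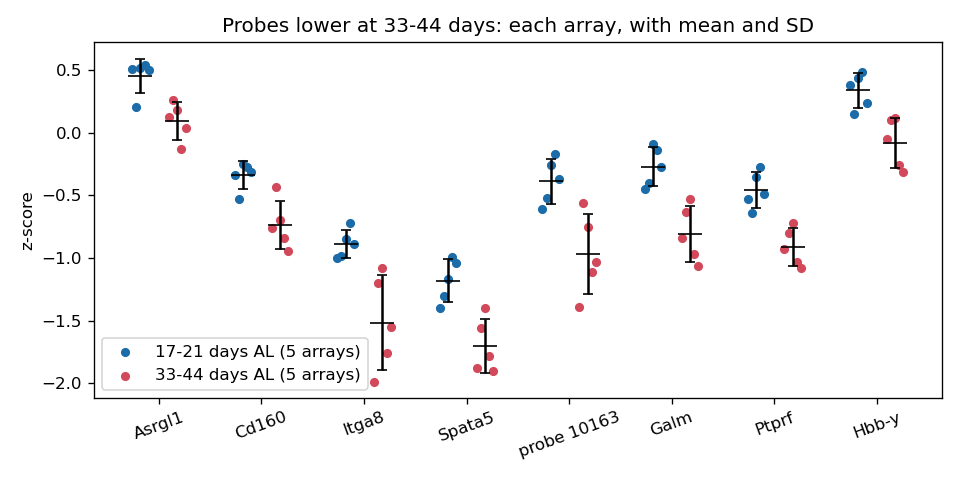
z-score (vertical axis) of the 8 probes that were lower at 33-44 days, with 1 point for each of the 5 arrays of 17-21 days AL and the 5 of 33-44 days AL, and bars for the mean and SD. Every array of 33-44 days lies below the mean of 17-21 days for each probe.

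From 33-44 days to 6 months, Asrgl1 stood at 0.10 ± 0.15 and then 0.37 ± 0.12 (SD, n = 5 and 10), and Cnot1, the scaffold of a deadenylase complex, at 0.08 ± 0.24 and 0.38 ± 0.08. Eif2ak4, a kinase that senses amino acid shortage, stood at 0.97 ± 0.18 and 1.2 ± 0.09, and Rusf1 at 0.15 ± 0.19 and 0.43 ± 0.14. Slc38a10, a putative amino acid transporter, stood at -0.93 ± 0.71 and -1.56 ± 0.23. None of these passed, and the smallest adjusted p in limma was 0.503. Of all probes 0 passed and 449 had an unadjusted p under 0.05, where 422 would by chance. With cycle and batch as a block 827 had such a p. Without the block, other splits of the arrays gave a median of 323, and 44 of 100 gave as many as 449, the real one included. Of the gene lists, the circadian clock list had the smallest p, with a median difference of -0.091 (camera, adjusted p = 0.198), and 6 members over the 25 lists passed when adjusted over the list alone. In the clock list Per3 had a difference of -0.19 and Nr1d2 one of -0.36. Leaving out 33-44 days AL male replicate 2 gave 42 probes and leaving out 33-44 days AL female replicate 1 gave 9. Without 33-44 days AL female replicate 2 the differences fitted for Rusf1, Cnot1 and Eif2ak4 were 0.15, 0.18 and 0.15 (from 0.27, 0.29 and 0.24), and without male replicate 1 that for Slc38a10 was -0.32 (from -0.57). The filter correction with cycle and batch as a block gave 0.10 for Asrgl1 (from 0.27) and 0.15 for Rusf1. It gave 0.17 for Cnot1, 0.13 for Eif2ak4 and -0.51 for Slc38a10.

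The first adult interval, from 6 to 16 months on the AL diet, separates maturation from later aging. Obox2, an oocyte homeobox gene, stood at -0.74 ± 0.08 at 6 months and -0.54 ± 0.06 at 16 months (SD, n = 10 and 9), with 9 of 9 arrays at 16 months above the mean at 6 months. Jmjd6 stood at 0.14 ± 0.13 and -0.07 ± 0.10, Apcdd1, an inhibitor of Wnt signaling, at 0.04 ± 0.16 and 0.25 ± 0.09, Nemp1 at -0.87 ± 0.11 and -0.65 ± 0.15, and Tent2, a poly(A) polymerase, at -1.13 ± 0.12 and -0.69 ± 0.64. Without both near-identical arrays the fitted difference of Tent2 was 0.24 (from 0.60). The filter correction with cycle and batch as a block gave 0.11 for Apcdd1 (from 0.21) and 0.16 for Obox2 (from 0.21). It gave -0.19 for Jmjd6, 0.18 for Nemp1 and 0.57 for Tent2 (from -0.23, 0.24 and 0.60). In limma 0 probes passed, the smallest adjusted p was 0.999, and 257 probes had an unadjusted p under 0.05, where 422 would by chance. With cycle and batch as a block 668 had such a p. Without the block, other splits of the arrays gave a median of 262, and 52 of 100 gave as many as 257, the real one included. The translation factor list led the gene lists with a median difference of 0.025 (camera, adjusted p = 0.609), with 0.21 for Eif1ad (0.09 without the near-identical arrays) and 0.14 for Paip2. No list member passed when adjusted over the list alone (0).

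The interval from 16 to 24 months defines the aging-associated genes of the study. Tbc1d20, a Rab GTPase-activating protein, stood at 0.18 ± 0.20 at 16 months and 0.54 ± 0.13 at 24 months (SD, n = 9 and 10, limma adjusted p = 0.406), with 10 of 10 arrays at 24 months above the mean at 16 months. Hprt, an enzyme of purine salvage, stood at 0.72 ± 0.23 and 1.07 ± 0.16, Atrnl1 at 0.78 ± 0.24 and 1.08 ± 0.16, Pnkd at -0.44 ± 0.12 and -0.17 ± 0.11, and Epdr1 at 0.45 ± 0.23 and 0.27 ± 0.10, with a fitted difference of -0.24 that was -0.12 without the near-identical arrays. Wrn, the helicase altered in Werner syndrome, stood at 0.45 ± 0.06 at 16 months and 0.27 ± 0.21 at 24 months AL (adjusted p = 0.719), and at 0.40 ± 0.20 at 24 months CR (n = 8). Terf1, a telomeric repeat-binding factor, stood at 1.93 ± 0.15 and 1.76 ± 0.16 (adjusted p = 0.646), and at 1.86 ± 0.15 at 24 months CR. The telomerase-binding p23 gene Ptges3 stood at 0.54 ± 0.11 and 0.67 ± 0.17, Tnks (tankyrase) at -0.81 ± 0.23 and -0.85 ± 0.27, and Uchl1, a ubiquitin hydrolase of neurons, at -0.10 ± 0.19 and -0.26 ± 0.20. For the other genes that the text of the study names, the differences were 0.06 for Vim (vimentin), 0.05 for Mtor, 0.09 for Jag1, 0.15 for Txnip, -0.07 for Camk2g, 0.08 for Camk2d and -0.01 for Hsp90aa1. Without the near-identical arrays they were, in the same order, 0.09, 0.07, 0.07, 0.13, -0.02, 0.06 and 0.03. With the filter correction and cycle and batch as a block they were 0, 0.05, 0.10, 0.05, 0.01, -0.04 and -0.02. By limma 0 probes passed and 555 had an unadjusted p under 0.05, 173 with positive and 382 with negative differences. The 555 became 1343 with cycle and batch as a block. Without the block, other splits of the arrays gave a median of 155, and 20 of 100 gave as many as 555, the real one included. With the block the median was 261, and 1 of 100 gave as many as 1343, the real one alone. With cycle and batch as a block, 92 probes passed (78 higher at 24 months, 14 lower), among them Tbc1d20, Hprt and Atrnl1 (limma adjusted p = 0.00261 for each) and Pnkd (0.0105), while Wrn (0.156) and Terf1 (0.082) did not. The probes of Tbc1d20, Hprt and Atrnl1 (16450, 16428 and 16448) lie close together on the filter, so these are not independent calls. With the cycle alone as a block the 54 became 0 without the 2 near-identical arrays, although their differences kept a median share of 0.89. Leaving out other pairs of a male and a female array gave 0 to 128. With cycle and batch the 92 became 0 after correction for neighbours on the filter. The corrected differences were 0.19 for Tbc1d20, 0.18 for Hprt, 0.13 for Atrnl1 and 0.16 for Pnkd (from 0.37, 0.36, 0.31 and 0.26). Those of Epdr1, Wrn and Terf1 were -0.10, -0.12 and -0.11 (from -0.24, -0.17 and -0.18). Those of Ptges3, Uchl1 and Tnks were 0.11, -0.12 and -0.03 (from 0.13, -0.17 and -0.03).

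The 3 pathways that the study modelled were examined as gene lists over the same interval. In the proteasome and ubiquitin list 41 of 77 genes had positive differences, with a median of 0.017, and 0 passed; Usp25 had a difference of 0.29 and Psmg1 one of -0.17. In the Wnt list 18 of 31 genes were positive with a median of 0.028 (camera, unadjusted p = 0.0659, adjusted p = 0.549), with 0.25 for Tle6 and 0.15 for Dkk3, and in the Werner, DNA repair and telomere list 14 of 25 were positive with a median of 0.019 (adjusted p = 0.924), Terf1 and Wrn being the members with the smallest p. The mitochondrial respiratory chain list had 27 of 46 genes positive and a median of 0.016, with -0.17 for Ndufs7, a subunit of complex I, and -0.31 for Cox5a (-0.15 without the near-identical arrays). In the meninges and collagen matrix list 25 of 35 genes were positive with a median of 0.045, and 1 member, Col6a2 (difference 0.34), passed when adjusted over the list alone. With cycle and batch as a block Usp25, Ndufs7 and Col6a2 passed over all probes (limma adjusted p = 0.0296, 0.0389 and 0.0294), and with the filter correction as well their differences were 0.12, -0.04 and 0.20 and none passed (adjusted p = 0.217, 0.621 and 0.17). The probes of Usp25 (16406), Dkk3 (16471) and Col6a2 (16516) lie near that of Tbc1d20 (16450) in probe order. The oligodendrocyte and myelin list had 5 of 5 genes negative with a median of -0.047, and did not pass; the smallest p were those of Car2 (-0.07, but 0.02 without the near-identical arrays) and Gpr37 (-0.05). The circadian clock list had the smallest p, with a median of -0.082 (camera, adjusted p = 0.549), -0.15 for Ciart and -0.11 for Per3. Of the 25 lists, 0 passed in any of the 13 comparisons, with either the preset or the estimated correlation, and outside this interval and those that begin or end at 33-44 days, 0 members passed when adjusted over the list alone.

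At the selection rule taken from the study, 172 probes (2.04% of all) changed from 16 to 24 months, 83 upward and 89 downward, and both Wrn and Terf1 were among those that were lower. Of all probes, 97.7% met the rule in neither adult interval, 1.88% only from 16 to 24 months, 0.26% only from 6 to 16 months, and 0.154% in both with opposite directions. Splitting the 20 arrays in other ways within sex gave as many probes in 13 of 100 splits, the real one included, with up to 514 in another split. With cycle and batch as a block 402 probes met the rule, and 3 of 100 splits with that block gave as many, the real one included, with up to 422 in another. With no block, the number was 110 without 16 months AL female replicate 1. The filter correction also lowered the 172, as given below for the processing.

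Between 6 and 24 months AL, Abcd4, a transporter of vitamin B12, stood at 1.63 ± 0.12 and 1.47 ± 0.14 (SD, n = 10 each). Mdh2, the mitochondrial malate dehydrogenase, stood at -0.12 ± 0.13 and -0.33 ± 0.20, Tfrc, the transferrin receptor, at -0.68 ± 0.26 and -0.95 ± 0.24, Vamp8, a vesicle fusion protein, at 0.46 ± 0.30 and 0.24 ± 0.16, and Crk, a signaling adaptor, at -0.55 ± 0.20 and -0.33 ± 0.13. Here 0 probes passed in limma and 244 had an unadjusted p under 0.05, where 422 would by chance. The latter number was 921 with cycle and batch as a block. Without the block, other splits of the arrays gave a median of 141, and 31 of 100 gave as many as 244, the real one included. The 5 X-linked genes that escape inactivation were all positive with a median of 0.121, which led the gene lists (camera, adjusted p = 0.211, and adjusted p = 0.914 with an estimated correlation), with 0.14 for Bgn and 0.24 for Kdm6a. Without 6 months AL male replicate 4 the difference of Vamp8 was -0.14 (from -0.22). The filter correction with cycle and batch as a block gave -0.18 for Abcd4, -0.13 for Mdh2 and -0.18 for Tfrc (from -0.17, -0.21 and -0.27). It gave -0.13 for Vamp8 and 0.11 for Crk (from -0.22 and 0.22). The study also reported that expression varied considerably more in old than in young animals. The spread of whole arrays, over all probes at once, was compared between these ages. The study's figure on variation names the standard error of the mean, so the measures are unlike and the report itself was not tested. The median absolute deviation of an array from its group was 0.145 ± 0.043 at 6 months and 0.161 ± 0.049 at 24 months (SD, n = 10 each, permutation test, p = 0.482). The direction depended on the processing: with cycle and batch removed it was 0.098 ± 0.031 at 6 months and 0.085 ± 0.023 at 24 months (n = 10 each, permutation test, p = 0.274), and without 24 months AL female replicate 5 the deposited values differed by -0.006.

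**Figure D3:**
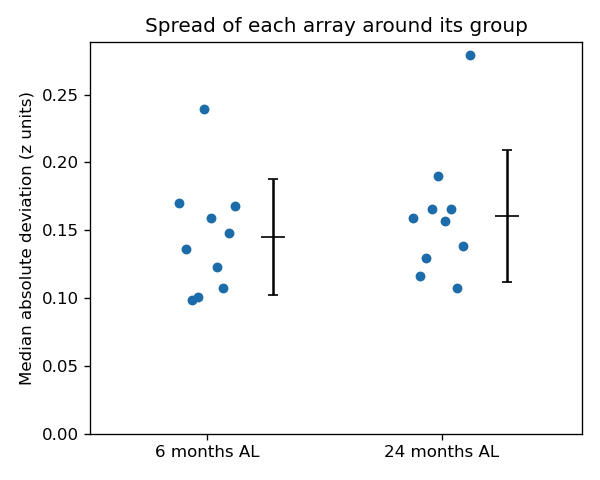
Median absolute deviation of each array from the mean of its age and sex group (vertical axis, z units) for the 10 arrays of 6 months AL and the 10 of 24 months AL, with bars for mean and SD. The means are 0.145 and 0.161 and the points overlap; with cycle and batch removed the means were 0.098 and 0.085.

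Caloric restriction was compared with AL feeding at each age. At 6 months Pttg1, the securin of chromosome separation, stood at -0.54 ± 0.14 in AL and -0.38 ± 0.08 in CR mice (SD, n = 10 and 9), Etv6, a transcriptional repressor, at -1.17 ± 0.19 and -0.95 ± 0.16, Cnnm1 at -0.39 ± 0.17 and -0.59 ± 0.17, Pdlim1 at 1.6 ± 0.09 and 1.48 ± 0.12, and Obox2 at -0.74 ± 0.08 and -0.56 ± 0.06. At 16 months Acadl, a mitochondrial acyl-CoA dehydrogenase, stood at -0.47 ± 0.61 in AL and -0.76 ± 0.13 in CR mice (n = 9 and 10), Srgap2, a regulator of neuronal branching, at -1.34 ± 0.69 and -1.84 ± 0.18, Aox3 at 0.34 ± 0.11 and 0.53 ± 0.20, Tent2 at -0.69 ± 0.64 and -1.06 ± 0.23, and Tmem170 at -0.64 ± 0.15 and -0.47 ± 0.16. Without both near-identical arrays, which are of this AL group, the fitted difference of Acadl was -0.09 (from -0.45) and that of Tent2 -0.17 (from -0.53), and without male replicate 4 that of Srgap2 was -0.30 (from -0.48). At 24 months Slc6a8, the creatine transporter, stood at -0.87 ± 0.15 in AL and -0.66 ± 0.22 in CR mice (n = 10 and 8), with 8 of 8 CR arrays above the AL mean. At the same age Acot13, an acyl-CoA thioesterase, stood at -0.16 ± 0.17 and 0.24 ± 0.73, Cryzl1 at 1.07 ± 0.08 and 1.23 ± 0.10, Cdc73 at -1.02 ± 0.12 and -1.21 ± 0.18, and the MHC class I gene H2-T10 at 0.38 ± 0.12 and 0.59 ± 0.32. For Acot13, 5 of 8 CR arrays lay above the AL mean. Without 24 months CR male replicate 2 the fitted difference of Acot13 was 0.15 (from 0.47) and that of Slc6a8 0.12 (from 0.23), and without CR male replicate 1 that of H2-T10 was 0.11 (from 0.24). Diet and age cannot be told apart in males at 24 months, since the CR males were 673 days old and the AL males 714 to 743, while CR females were 703 to 743 and AL females 704 to 733 days old. In females alone the differences were 0.17 for Slc6a8, 0.16 for Acot13 and 0.08 for H2-T10, against 0.29, 0.77 and 0.40 in males alone. By limma 0 probes passed at any of these ages, and 39, 87 and 88 had an unadjusted p under 0.05 at 6, 16 and 24 months. The leading lists were chromatin regulators at 6 months (median 0.021; Smarca5 0.11, Hat1 0.12), glycolysis and TCA cycle at 16 months (median 0.039; Idh3g 0.07, Ldhb 0.11) and blood cell markers at 24 months (median -0.052; Hba-x -0.10, Car1 -0.14), and none passed.

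Over the 3 ages together, Wdfy2 stood at -2.11 ± 0.68 in AL and -2.47 ± 0.38 in CR mice (SD, n = 29 and 27), Pigc, of the glycosylphosphatidylinositol anchor pathway, at 0.97 ± 0.15 and 0.86 ± 0.16, Prmt3, an arginine methyltransferase, at -1.55 ± 0.12 and -1.45 ± 0.15, and H2-T10 at 0.37 ± 0.13 and 0.49 ± 0.23. Pttg1 stood at -0.47 ± 0.13 and -0.38 ± 0.08 and was above the AL mean in 22 of 27 CR arrays. None of the probes passed in limma (0), and 60 had an unadjusted p under 0.05. At the selection rule taken from the study, 29 probes changed at 6 months (4 up, 25 down), 10 at 16 months (8 up, 2 down) and 41 at 24 months (31 up, 10 down), which is 0.343%, 0.118% and 0.485% of probes. As many were found in 59, 91 and 37 of 100 splits, the real one included. With cycle and batch as a block 62, 63 and 113 probes met the rule. As many were found with that block in 57, 60 and 29 of 100 splits, the real one included. Without the block 0 probes met the rule in 1 direction at all 3 ages. At 1 age or more, 78 probes (0.923%) met it.

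**Figure D4:**
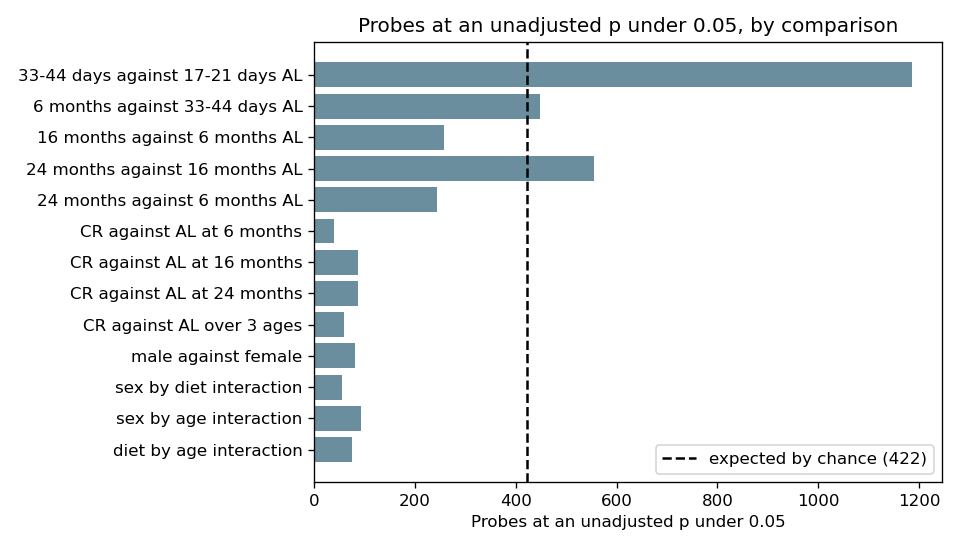
Number of probes with an unadjusted p under 0.05 (horizontal axis) in each of the 13 comparisons (bars), with a dashed line at the 422 expected by chance. The juvenile comparison reaches 1186, and the 8 comparisons of diet, sex and their interactions lie between 39 and 94. Over the 13 comparisons, other splits of the arrays gave medians of 137 to 532. As many as 1186 were found in 31 of 100 juvenile splits, the real one included. The bars show fits without a block. With cycle and batch as a block the juvenile count was 815 and that from 16 to 24 months 1343. The 8 comparisons then lay between 148 and 600, with sex by age the highest.

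Whether CR opposed the changes of aging was examined through probes that moved from 16 to 24 months AL and in the other direction by CR at 24 months. Of the 172 probes that met the selection rule with age, 7 (4.07%) met it in the opposite direction with CR, where independent lists would share 0.856. Both comparisons use the 24 months AL arrays, so such reversals arise without an effect. Across probes, which are not independent replicates, the 2 sets of differences correlated at -0.465. Relabelled arrays gave a median of -0.445, and 44 of 100 relabellings were as negative. The covariance was -0.00395 against a mean of -0.00302 over the relabellings. With the 24 months AL arrays divided into separate parts, the median correlation was 0.082, ranging from -0.476 to 0.698. With cycle and batch removed it was -0.138 (-0.329 to 0.207), and with the filter correction as well -0.164 (-0.303 to 0.163).

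Males were compared with females over the adult groups. Zfp638, a zinc finger protein of adipocyte differentiation, stood at -1.84 ± 0.20 in males and -1.98 ± 0.15 in females (SD, n = 27 and 30), Gtf2f2, a general transcription factor subunit, at -0.43 ± 0.13 and -0.52 ± 0.12, Rbm12b1 at 0.75 ± 0.21 and 0.87 ± 0.14, Platr10 at -0.48 ± 0.13 and -0.58 ± 0.16, and Foxj2 at 0.05 ± 0.13 and -0.04 ± 0.13. The sex-linked probes did not separate the sexes: Xist, the transcript of the inactive X chromosome, stood at -1.06 ± 0.21 in males and -0.99 ± 0.18 in females (n = 27 and 30, limma p = 0.343), and the Y-linked Uty at -0.79 ± 0.15 and -0.77 ± 0.23 (p = 0.843). By limma 0 probes passed and 82 had an unadjusted p under 0.05. The filter correction with cycle and batch as a block made the differences of the first 5 genes smaller. They were 0.07 for Zfp638, 0.06 for Gtf2f2, -0.11 for Rbm12b1, 0.04 for Platr10 and 0.05 for Foxj2 (from 0.14, 0.09, -0.13, 0.11 and 0.10).

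The interactions asked whether diet, age and sex modify each other. For sex by diet, the fitted difference of differences was 0.19 for Nupr1, a stress-response gene, 0.32 for Ciao3, of iron-sulfur protein assembly, -0.21 for Lypla1, 0.23 for Golga4 and -0.19 for Nefl, the neurofilament light chain. For sex by age, it was -0.33 for Atp2a2, a calcium pump, -0.36 for Hsd17b4, a peroxisomal enzyme, -0.42 for F8a, -0.60 for Avl9 and -0.60 for Casp8ap2, which was -0.33 without 6 months AL male replicate 2. For diet by age it was 0.27 for Pdxk, which activates vitamin B6, 0.50 for Acot13, 0.39 for Anapc4, -0.24 for Commd3 and -0.34 for Dtx3l. The value for Acot13 was 0.18 without 24 months CR male replicate 2, and that for Anapc4 was 0.22 without CR male replicate 1. In limma 0 probes passed in each of the 3 interactions, and 55, 94 and 75 had an unadjusted p under 0.05. With cycle and batch as a block 217, 600 and 303 did. With the filter correction as well, the values for sex by age were, in the order above, -0.17, -0.20, -0.30, -0.46 and -0.49. Those for sex by diet were 0.11, 0.24, -0.14, 0.17 and -0.12, and those for diet by age 0.19, 0.44, 0.33, -0.13 and -0.18.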

Values the study reported

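The study reported that aging-associated genes made up 2.6% of all genes in the cortex. It gave fewer than 0.5% of genes as significantly affected by caloric restriction in any region, with 0 cortical genes that responded at all of 6, 16 and 24 months.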

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

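Tests chosen only after results had been seen were all tests of filter position, those with array batch or cycle and batch as a block (other splits with these blocks included), and leaving out the near-identical arrays, their half-weight test and their control pairs.

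Of 37 groups tested for an array far from the others, 3 had one, where chance gives about 5%. In 6 months CR males, replicate 4 had a mean correlation of 0.922 with the other arrays and the next lowest was 0.942 (gap over range 0.849); it is the 1 array of that group in the later batch, beside 3 in the earlier one. In 24 months AL females, replicate 5 was at 0.885 and the next at 0.933 (gap over range 0.713), and both are the later-batch arrays of a group with 3 in the earlier one. Asrgl1 in 17-21 days AL female replicate 2 was 0.21, with the nearest at 0.5 (gap over range 0.879).

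The first pattern is the 8 probes, Itga8 and Hbb-y among them, that were lower at 33-44 days. Other splits of the juvenile arrays gave as many in 24 of 100, the real one included, with up to 818 in another split, and so did 26 of 100 for the 70 probes with batch as a block (up to 1916) and 30 of 100 for the 21 with cycle and batch (up to 1329), so chance cannot be excluded and the high counts point to a structure of the arrays that these blocks do not remove. Array batch as the whole source is argued against, since all 8 still passed with it as a block. For filter position, the median share of the difference kept after correction was 0.52 (0.24 to 0.6), 0.47 (0.28 to 0.59) with cycle and batch as a block before and after, and 0.41 (0.28 to 0.53) with the block only after, each range on both sides of the bound of 0.5, and closeness of the 8 probes on the filter was also tried, where 0 of 10000 random sets lay as close (a share of 1e-04, the smallest these sets can give), so position may contribute. Without 33-44 days AL male replicate 1, the array with the lowest mean correlation, 0 of the 8 passed, but this was also so for 5 other arrays and the differences stayed negative (Itga8 -0.72 to -0.48 over the arrays left out), and the age difference itself stays open. Array cycle cannot be told apart from age within a sex, since the juvenile ages never shared a cycle there.

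The second pattern is the 54 probes (49 higher at 24 months, among them Srsf10, a splicing factor, and Tbc1d20) that passed between 16 and 24 months AL with array cycle as a block. Other splits with the same block gave as many in 1 of 100, the real one alone, with 0 in every other split, and with cycle and batch as a block 92 passed and 1 of 100 gave as many, with up to 1 in another, so a chance split of the arrays does not readily give it. In each cycle, however, the 16 months AL arrays were numbered before those of 24 months AL. Other splits need not keep this order and the block does not remove it, so a drift within the cycle was not tested. The 2 near-identical arrays may be 1 filter deposited under both sexes: without them 0 probes passed, with each at weight 0.5 34 passed, and without other male and female pairs the median was 42.5 (0 to 128 over 16 pairs), while the difference kept a median share of 0.89 without them; why the calls ended was not settled. Filter position was tested as above: the share kept was 0.53 (0.22 to 0.84) by each of the 3 definitions, again on both sides of the bound, and the closeness test gave a share of 1e-04, the smallest the random sets can give. The median distance among the 54 probes was 3 rows, against 7 in random sets, so position may contribute here too. Age, a drift within the cycle and these technical sources stay open together.

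The third pattern is that the diet comparison at 6 months had 39 probes with an unadjusted p under 0.05, where chance gives 422. Array batch as the whole source is argued against, since with cycle and batch as a block the number was 180, still below the 422 of chance. In residuals with the group, cycle and batch means removed, arrays numbered 1 or 2 apart correlated more than others of a cycle by 0.15 (medians 0.025 and -0.126), so deviations shared by neighbouring arrays, which the balanced order spreads over both diets, may widen the error. As few as 39 were found in 5 of 100 splits, the real one included, with a median of 150 and up to 2998 in the others. With cycle and batch as a block, 25 of 100 splits gave as few as 180, with a median of 317 and up to 1334 in the others. Both medians lie below 422, and chance cannot be excluded.

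For the other 12 comparisons the real count was 0, which 100 of 100 splits must reach, so the splits say nothing about chance there. The highest count in another split was 1582 for 6 months against 33-44 days, 0 for 16 against 6 months, 4083 for 24 against 16 months, 0 for 24 against 6 months, and 0, 2417 and 3157 for diet at 6, 16 and 24 months. It was 1460 for diet over 3 ages, 1389 for sex, and 456, 1835 and 2408 for sex by diet, sex by age and diet by age, and such counts point to a structure of the arrays.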

How the results depend on the processing

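Array batch, both batches alone, the near-identical arrays and the filter correction were chosen after seeing the data, and the cause of each change below was not tested unless stated. The 8 juvenile probes became 1 with probes of a mean z above 0, 0 with only the compared groups, 1 with the cycle as a replicate block, 54 with array number as a covariate, 0 with array weights, 0 in males alone and 0 in females alone (fewer arrays), 70 with batch as a block, 21 with cycle and batch, 0 in the earlier batch alone, and 0 with the filter correction with or without the block. Leaving out each juvenile array gave 0 to 441, where a group left with 1 array was assumed to vary like the others. From 33-44 days to 6 months, leaving out each array gave 0 to 42. From 16 to 24 months, 54 probes passed with the cycle block and 92 with cycle and batch (78 higher, 14 lower), and 0 with the filter correction as well. Deviations from the group means, with cycle and batch left in, correlated among arrays of 1 cycle at medians of 0.291 to 0.756, against -0.43 to 0.011 with arrays of other cycles. Single pairs reached -0.593 in the cycle that spans both batches (-0.005 within 1 batch) and -0.524 in a cycle of the earlier batch, so a pairing by cycle was neither assumed nor excluded. In the later batch alone 5 probes passed from 33-44 days to 6 months, 2 for diet at 6 months, 2 at 24 months, 1 over 3 ages, 1 for sex and 3 for sex by diet. In males alone 1 passed for diet at 6 months. Leaving out each array gave 0 in every other comparison.

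At an unadjusted p under 0.05 the counts, in the order of the report, were 1186, 449, 257, 555, 244, 39, 87, 88, 60, 82, 55, 94 and 75. With cycle and batch as a block they were 815, 827, 668, 1343, 921, 180, 266, 288, 148, 308, 217, 600 and 303, where chance gives 422 on average. Without a block, other splits of the arrays gave medians of 137 to 532. By the study's selection rule, without a block, the counts were 56, 54, 35, 172, 127, 29, 10, 41, 30, 55, 29, 31 and 22. The 172 became 402 with the cycle block, 71 with the filter correction, 49 in males alone and 89 in females alone, and ranged from 110 without 16 months AL female replicate 1 to 207 when each array was left out. The reversal correlation was 0.082 with the 24 months AL arrays split and -0.138 with cycle and batch removed as well. Without the near-identical arrays it was -0.275 unsplit, where relabelled arrays gave a median of -0.342 and 64 of 100 were as negative, and 0.194 split. The difference in spread ranged from -0.006 to 0.03 when each array was left out, and was -0.013 with cycle and batch removed. The gene lists gave 0 under each setting run. For named genes, 1047 of 1120 values under other settings, single arrays left out aside, kept their side of the threshold, 65 lost it and 8 gained it. Only the 8 juvenile probes passed as deposited and so could lose it. With single arrays left out counted, each of the 8 passed in 10 to 12 of 25 or 26 settings. Setting values at or below 0 to missing was not run, since the table holds z-scores.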

Other observations

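Of the tests here, those on corrected values, with a block, on the mean per array and on the correlation among Hba-a1 probes were chosen after results had been seen. Globin transcripts mark blood in the tissue. Over the 20 haemoglobin probes, the mean per array was 0 ± 0.07 at 17-21 days and -0.03 ± 0.08 at 33-44 days (SD, n = 5 each, exact permutation test, p = 0.563). The 12 probes of Hba-a1 correlated at a median of 0.138 across arrays within batches and 0.254 in corrected values, against -0.005 and -0.001 for other pairs. Blood content that differs between mice would give this. Several of these probes, such as 12659 and 12681, also lie close on the filter, where deviations are shared (autocorrelation 0.408 for probes 22 apart). Position may therefore contribute to the contrast, which is not specific to blood. Over 789 pairs of probes of the same gene the medians were 0.018 and 0.022.

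Less blood or fewer embryonic red cells at 33-44 days was tested as a hypothesis for Hbb-y. By the test fixed beforehand it was not borne out: 24.9% of random lists of 20 probes had a lower median difference than the haemoglobin probes (-0.039). With cycle and batch as a block, tried afterwards, the median was -0.115 and 0.05% of random lists lay lower, so batch did not remove the difference. The mean per array with cycle and batch removed still gave an exact permutation p of 0.111, so chance cannot be excluded and the hypothesis may be kept only as an open one. Of the 4 Hbb-y probes, the differences were -0.46, -0.42, 0.05 and -0.05.

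A second hypothesis was that probes of the same gene share their change with age. Over 789 pairs of probes, the changes from 16 to 24 months correlated at 0.053 and those from 17-21 days to 6 months at 0.01, both under the bound of 0.1 fixed beforehand and under the upper limits of shuffled pairs (0.071 and 0.073). With values corrected for filter position, batch and cycle, chosen afterwards, the correlations were 0.053 and 0.104, of which the second exceeds both the bound and the shuffled limit of 0.068. The rank correlation for the second was 0.075, under the bound. The change from 17-21 to 33-44 days, for which no bound was set beforehand, correlated at 0.045 as deposited, under its shuffled limit of 0.07, but at 0.098 with cycle and batch as a block and 0.163 in corrected values, above limits of 0.071 and 0.068. Its rank correlations were 0.04, 0.104 and 0.111. Thus the hypothesis failed its test as deposited, and a small shared change of probes of 1 gene between the juvenile ages may exist. The probes of Hba-a1 alone form 66 pairs, so the pairs are not independent. Whether the shared change rests on that gene was not tested. For 6 months against 17-21 days itself, also chosen afterwards, 0 probes passed in limma as deposited and 0 with batch as a block, and 2 passed with the filter correction as well.

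The share of probes that met the selection rule between the diets at 1 age or more was 0.923%, and at 6, 16 and 24 months it was 0.343%, 0.118% and 0.485%. The share over the ages is higher than the value quoted from the study above and those at single ages are not, but the shares are unlike, since the study covered further probes and applied a further analysis of variance.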
